# Genome-wide identification of nitrate-responsive microRNAs by small RNA sequencing in the rice restorer cultivar Nanhui 511

**DOI:** 10.3389/fpls.2023.1198809

**Published:** 2023-06-02

**Authors:** Xiaojian Qin, Xiaowei Li, Cuiping Li, Yuntong Li, Qian Wu, Huan Wen, Dan Jiang, Tingting Tang, Wenbin Nan, Yongshu Liang, Hanma Zhang

**Keywords:** *Oryza sativa*, restorer cultivar, nitrogen use efficiency, transcriptome, miRNAs

## Abstract

Rice productivity relies heavily on nitrogen fertilization, and improving nitrogen use efficiency (NUE) is important for hybrid rice breeding. Reducing nitrogen inputs is the key to achieving sustainable rice production and reducing environmental problems. Here, we analyzed the genome-wide transcriptomic changes in microRNAs (miRNAs) in the *indica* rice restorer cultivar Nanhui 511 (NH511) under high (HN) and low nitrogen (LN) conditions. The results showed that NH511 is sensitive to nitrogen supplies and HN conditions promoted the growth its lateral roots at the seedling stage. Furthermore, we identified 483 known miRNAs and 128 novel miRNAs by small RNA sequencing in response to nitrogen in NH511. We also detected 100 differentially expressed genes (DEGs), including 75 upregulated and 25 downregulated DEGs, under HN conditions. Among these DEGs, 43 miRNAs that exhibited a 2-fold change in their expression were identified in response to HN conditions, including 28 upregulated and 15 downregulated genes. Additionally, some differentially expressed miRNAs were further validated by qPCR analysis, which showed that *miR443*, *miR1861b*, and *miR166k-3p* were upregulated, whereas *miR395v* and *miR444b.1* were downregulated under HN conditions. Moreover, the degradomes of possible target genes for *miR166k-3p* and *miR444b.1* and expression variations were analyzed by qPCR at different time points under HN conditions. Our findings revealed comprehensive expression profiles of miRNAs responsive to HN treatments in an *indica* rice restorer cultivar, which advances our understanding of the regulation of nitrogen signaling mediated by miRNAs and provides novel data for high-NUE hybrid rice cultivation.

## 1 Introduction

Rice (*Oryza sativa* L.) is a major crop worldwide and provides food to more than half of the global population. Hybrid breeding is an effective way to deal with the global food crisis, which is predicted to worsen with the increasing global population over the next 20 years (Zhao et al., 2015; Beukert et al., 2017). However, modern breeding strategies have focused on obtaining high yields under high nitrogen application rates, resulting in the development of cultivars with low nitrogen-use efficiency and heavy dependency on intensive nitrogen application (Pan et al., 2019; Liu et al., 2021). Consequently, overutilization of nitrogen has several negative ecological impacts, such as soil acidification (Guo et al., 2010; Yan et al., 2022), increased greenhouse gas emissions (Liu et al., 2016), and increased nitrogen leaching (Liang et al., 2014; Yang et al., 2018). Therefore, improving crop nitrogen use efficiency (NUE) and developing excellent restorer cultivars are crucial factors for hybrid seed production and would be beneficial for the environment as well as for farmers (Dobermann and Cassman, 2005; Zhang, 2007; Ahrens et al., 2010; Hakeem et al., 2011; Xu et al., 2012; Chen et al., 2014; Guo et al., 2017). Moreover, guaranteeing food security and sustainable agricultural development using resource-saving and environmentally friendly methods has become a strategic concern over the past decades (Zhang, 2007; Hakeem et al., 2011; Yu et al., 2022). Importantly, elite restorers are beneficial for the F1 generation in hybrid breeding, and the identification and development of high NUE restorer cultivars play important roles in hybrid seed production, which is directly related to final grain yield and sustainable agricultural development (Zhang, 2007; Gong et al., 2020; Hussain et al., 2022; Ouyang et al., 2022; Wang et al., 2022).

In recent years, several small regulatory RNAs have been uncovered and draw a lot of attention because of their important roles in post-transcriptional or translational gene regulation in animals and plants (Hamilton and Baulcombe, 1999; Carrington and Ambros, 2003; Brodersen et al., 2008; Piriyapongsa and Jordan, 2008; Wang et al., 2016). Moreover, microRNAs (miRNAs) are crucial epigenetic regulators of the expression of protein-coding target genes *via* post-transcriptional gene silencing (Bartel, 2004; Allen et al., 2005; Mallory et al., 2005; Jones-Rhoades et al., 2006; Budak and Akpinar, 2015). In plants, the functional validation of miRNAs showed their indispensability in response to various environmental stress influencing plant growth and development, such as drought (Covarrubias and Reyes, 2010; Ferdous et al., 2015; Islam et al., 2022a), heavy metal stress (Aalami et al., 2022; Nguyen and Kim, 2022), high temperature (Li M. Y. et al., 2014; Pan et al., 2017; Wang et al., 2018; Campos et al., 2023), cold (Zhang et al., 2014), and salinity in rice (Covarrubias and Reyes, 2010; Chiang et al., 2016). Furthermore, several miRNAs have been identified and characterized in plants, including *miR167* and *miR174* involved in signaling during root development (Meng et al., 2011; Liang et al., 2015). More importantly, *miR156*, *miR159*, *miR160*, *miR166*, *miR169*, *miR171*, *miR172*, *miR319*, *miR396*, *miR397*, *miR398*, *miR399*, and *miR408*, which are involved in plant growth and development, have been shown to regulate N absorption and assimilation (Xu et al., 2011; Liang et al., 2012; Nguyen et al., 2015; Li et al., 2016; Tiwari et al., 2020; Lin et al., 2022; Lu et al., 2022). Previous studies have summarized the miRNAs involved in plant sensory functions, nutrient uptake, long-distance root transport, and physiological functions related to nutrients (Chiou, 2007; Islam et al., 2022b). However, these studies were mostly limited to transgenic lines with key genes identified in previous studies and focused on ordinary rice materials, while they did not provide a description of the transcriptome-wide miRNA responses to nitrogen availability in rice restorer cultivars. Based on screening a large number of rice cultivars under hydroponic condition supplied with high nitrogen and low nitrogen respectively, our previous study showed that Nanhui511 (NH511) is an excellent sensitive restorer line responding to nitrogen and also exhibits remarkable phenotype and high NUE under nitrogen supplies by measuring N-related enzymes and metabolites (Xiao et al., 2016). In the present study, we investigated the morphological changes in an *indica* rice restorer cultivar NH511 under different nitrogen supply conditions (namely high nitrogen (HN) and low nitrogen (LN) conditions), and we combined small RNA-seq analyses to assess the genome-wide miRNA variations in response to these conditions. Our combined morphological and transcriptomic analyses of the rice restorer cultivar revealed its nitrogen-responsive characteristics. Our findings improved our understanding of the miRNAs involved in the nitrogen response, and provided new insights into high NUE breeding using elite rice restorers.

## 2 Materials and methods

### 2.1 Rice materials and growth conditions

Seeds of the rice cultivar (*Oryza sativa* cv. Nanhui 511 (NH511)) were germinated in Murashige and Skoog (MS) media for 3 d and then transferred to tap water for 3 d before being transferred into a hydroponic solution containing KNO_3_ as the only N source. The seedlings were then divided into two groups and transferred to HN or LN conditions for six days of cultivation. The seedlings were cultivated in a growth chamber under a photoperiod of 12 h/12 h (light/dark) (~230 μmol m^-2^ s^-1^) at 28°C/25°C, and the solution was renewed every 3 d. For the different nitrogen treatment assays and RNA-seq, the seedlings under normal nitrogen (1 mM KNO_3_) were transferred to LN (0.2 mM KNO_3_) and HN solutions (5 mM KNO_3_) for 3 hours, respectively. Seedlings from different N treatments were collected and frozen in liquid nitrogen for RNA extraction. For time-course expression analysis under HN treatment, the seedlings were transferred to HN solutions (5 mM KNO_3_) and RNA samples were collected at different time points under high nitrogen conditions (5 mM nitrate) by TRIzol reagent (Invitrogen, America) according to standard procedures.

### 2.2 RNA isolation and small RNA-seq analysis

Total small RNA was isolated from the samples treated for 3 h and grown under HN and LN conditions using the *mir*Vana™ RNA Isolation Kits (Thermo Fisher, Vilnius, Lithuania), with three biological replications used for this assay. Subsequently, the RNA samples from these replicates were delivered to Biomarker Technologies (Beijing, China) for library construction and small RNA sequencing, after which transcriptome data were obtained and analyzed. The data content has been submitted to GEO database on 2023.4.18, and been publicly released on 2023.4.21. To review GEO accession GSE230023, the following links allow you to view the uploaded data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230023.

### 2.3 Quantitative RT-PCR

A total of 2 μg of RNA was used for reverse transcription according to standard procedures. The Vazyme miRNA 1st Strand cDNA Synthesis Kit (by stem-loop) (Vazyme, Nanjing, China) was used to synthesize miRNA cDNA. qPCR analysis and experimental data were obtained using a Roche Light Cycler 480 (Roche, Switzerland), after which the expression variation in the N-related genes was calculated. The primers used in this study are listed in **Supplementary Table S5**.

### 2.4 Identification and characterization of differentially expressed genes

Differential expression analyses of the two conditions were performed using the DESeq R package (version 1.10.1) (Love et al., 2014). DESeq provides statistical routines for determining differential expression in digital miRNA expression data, using a model based on a negative binomial distribution. The resulting P values were adjusted using Benjamini and Hochberg’s approach to control for the false discovery rate. miRNAs with an adjusted p<0.05 found by DESeq were assigned as differentially expressed.

### 2.5 miRNA identification and targets prediction

Known and novel miRNAs were identified using the miRDeep2 software (Friedlander et al., 2012), which is a comprehensive software package for miRNA identification that matches reads to the genome based on the distribution information of reads on the precursor sequence. Target genes of the total miRNAs were predicted using the TargetFinder software (Allen et al., 2005). Possible targets of *miR166k-3p* and *miR444b.1* were predicted using psRNATarget (https://www.zhaolab.org/psRNATarget/) under the condition of an expectation value of less than 3.5, respectively.

### 2.6 Gene ontology enrichment, miRNA structure prediction and targets degradome analysis

Gene Ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) was performed using the GOseq R package based on the Wallenius non-central hyper-geometric distribution. The structure of miRNAs were predicted by RNAfold WebServer (http://rna.tbi.univie.ac.at//cgi-bin/RNAWebSuite/RNAfold.cgi) and the targets degradome data were collected and analyzed from TarDB (http://www.biosequencing.cn/TarDB/).

## 3 Results

### 3.1 Morphological variations and small RNA sequencing of the rice restorer cultivar NH511 under different nitrogen supplies

Our previous study showed that rice cultivars exhibit different morphological and physiological variations when grown under different nitrogen conditions. In the present study, a typical *indica* rice restorer cultivar, namely NH511, was selected for further analysis. To fully understand its different growth responses to different nitrogen supplies, the plants were first germinated and cultivated under normal nitrogen conditions for five days. The seedlings were then divided into two groups and transferred to HN or LN conditions for six days of cultivation. We found that NH511 was sensitive to HN supply conditions, exhibiting promoted growth and increased lateral root numbers and lengths under HN conditions than under LN conditions (**Figures 1A, B**). Moreover, the lateral root tips of NH511 grown under HN and LN conditions were stained with KI-I_2_ and observed under an optical microscope, and our observations further suggested that lateral root development was impaired by influencing root tip maturation under LN conditions (**Figures S1A, B**). 

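Small RNA of NH511, an indica restorer line used as a parent of hybrid rice, was sequenced from seedlings kept for 3 h in HN solution (5 mM KNO3) or LN solution (0.2 mM KNO3). The methods state that the seedlings came from normal nitrogen, a state for which no library was analysed here. An HN/LN ratio therefore cannot tell a change after the move to HN from one after the move to LN. One table per condition was analysed here, 1 library for HN and 1 for LN. The methods state that RNA from 3 biological replications was sent for library construction, and do not say whether it was pooled. Each table lists the same 483 known rice miRNAs with a read count and a TPM value made by the authors, who identified miRNAs with miRDeep2. The newly predicted miRNAs of the study are not in these tables and were not analysed here. The counts of the listed miRNAs summed to 858152 in HN and 825016 in LN, and these totals scale all values given here unless another scaling is named. For comparison, the paper's Table S1 reports 17165242 total reads for HN and 13701210 for LN, of which 6068484 and 3696804 mapped to the genome. The TPM values are the counts divided by a larger total, of which 10.6% in HN and 7.50% in LN lies outside the listed miRNAs. From the counts, HN/LN ratios were computed with exact (Clopper-Pearson) 95% intervals. Such an interval covers counting error only, compares these libraries and not the conditions, and no test between the conditions was possible with 1 library each. Mature miRNAs of a family often share their sequence, so several entries can hold the same reads. The choice of scaling matters. DESeq2 size factors move the log2 ratio of every miRNA by -0.27 and TMM factors from edgeR by -0.22. The total reads of Table S1 move it by -0.27 and its mapped reads by -0.66.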

Subsequently, transcriptomic read data were obtained from seedlings under HN and LN conditions by small RNA sequencing (**Table S1**), and the statistical data of total reads and unique reads were analyzed. The results showed that the mutually unique reads accounted for 10.28% of unique reads under HN and LN conditions, 54.92% under HN, and 34.26% under LN (**Figure 1C**). For the total reads, the mutual reads accounted for 62.62% of total reads under HN and LN conditions, 23.04% under HN, and 14.34% under LN (**Figure 1D**). Taken together, these transcriptomic data demonstrated that NH511 exhibits favorable variations in miRNA profiles in response to different nitrogen supplies.

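In both libraries most of the miRNA counts came from a few conserved families. The miR166 family, whose main targets are HD-ZIP III transcription factors, held 28.7% of the counts in HN and 35.2% in LN. The miR156 family, which targets SPL genes, held 28.2% and 22.8%. The miR159 family, which targets MYB genes, held 10.8% in HN and 7.20% in LN, and the miR319 family, which targets TCP genes, held 5.58% and 2.08%. The shares of miR167, which targets auxin response factors, were 9.59% in HN and 14.0% in LN, and those of miR396, which targets GRF genes, were 6.88% and 9.15%. Reads listed under several names enter these family sums more than once. Summed over both libraries, the most abundant single entry was miR159a.1, with 44725 counts in HN (5.21% of all, exact 95% interval 5.16% to 5.26%) and 28553 in LN (3.46%, interval 3.42% to 3.50%). It was followed by miR166a-3p, with 32297 counts in HN and 40203 in LN (ratio 0.772, interval 0.761 to 0.784). Across the 483 miRNAs, Pearson's r between the libraries was 0.955 on the log2(CPM + 1) scale and Spearman's rho 0.940. This relation is across miRNAs, which are not independent replicates. Of the 359 miRNAs with at least 10 counts over both libraries, 74.9% had an HN/LN ratio within 2-fold.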

**Figure 1:**
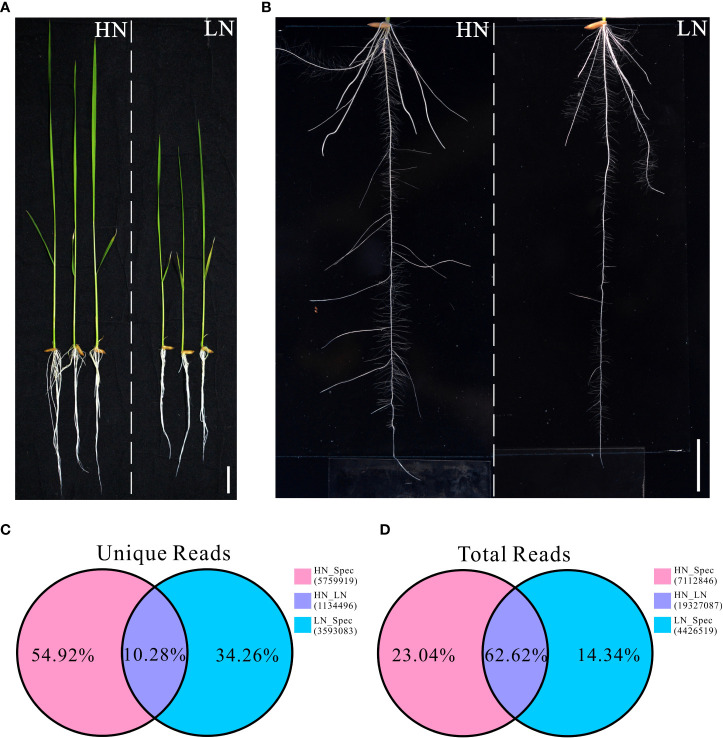
Morphological variations and small RNA sequencing data of Nanhui511 under HN and LN conditions. **(A)** Phenotype of NH511seedlings under HN and LN conditions; Scale bar: 2cm. **(B)** Performance of NH511roots under HN and LN conditions; Scale bar: 1.5cm. **(C)** The proportion of unique reads in different nitrogen conditions; **(D)** The proportion of total reads in different nitrogen conditions.

### 3.2 Transcriptomic identification and characterization of NH511 miRNA profile in response to different nitrogen supplies

Furthermore, we investigated the miRNA profile and characteristics of NH511 in response to different nitrogen conditions. First, the RNA samples extracted from seedlings grown under different nitrogen conditions were sequenced, and the raw sequencing data were processed to obtain unique reads. Furthermore, the filtered data were further processed to facilitate miRNA alignment, identification, and prediction based on the rice genome. 

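At least 1 count was found for 458 of the 483 known miRNAs in HN and for 444 in LN, and 419 were found in both. Of the 39 known miRNAs found only in HN, 33 had 1 or 2 counts, and the highest was miR399d, a phosphate-starvation miRNA, with 10 counts. Of the 25 found only in LN, 21 had 1 or 2 counts, and the highest were miR395o and miR395v, of a family that targets sulfate assimilation genes, with 7 counts each. Among the 13 entries of miR2118 and miR2275, which trigger phased small RNAs in panicles and were included as a list for another tissue, 1 reached 10 counts over both libraries. A count of 0 still allows 3 counts, or 3.50 CPM in HN and 3.64 in LN, so a miRNA seen in 1 library was mostly not detectably different at this depth.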

A total of 586 miRNAs were identified under HN conditions, including 458 known and 128 novel miRNAs, whereas 572 miRNAs were identified under LN conditions, including 444 known and 128 novel miRNAs (**Figure 2A**). Statistical analysis of the length distribution of clean data was performed based on the analysis and statistics of the original sequencing data. The results showed that in response to nitrogen, most of the miRNAs were distributed within 20–24 nt, with miRNAs with the length of 21 nt and 24 nt occupying a large proportion, which is consistent with the typical length range of miRNAs in plants (**Figure 2B**). Moreover, owing to post-transcriptional base editing of miRNAs, which leads to seed sequence changes and thus changes of target genes, the sequence variations of miRNA were analyzed using isomiRID software (Data sheet2). 

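Mature sequences for part of the known miRNAs were taken from the first 1948 of the 8529 rows of Data Sheet 2, the part used here. It names 170 of the 483 listed miRNAs (35.2%), so the figures describe that part only. By name, 97 of them (57.1%) were 21 nt long, 36 (21.2%) were 24 nt and 18 (10.6%) were 20 nt. By counts, the order was different. These lengths are those of the annotated sequences and not of the reads, and reads under several names are counted more than once. The 21-nt miRNAs held 54.0% of the counts of these 170 in HN and 67.3% in LN, and the 20-nt miRNAs, among them miR156 and miR319b, held 44.3% and 31.4%. The 24-nt miRNAs held 1.25% in HN and 0.950% in LN. Among those with at least 10 counts over both libraries, the median log2 HN/LN ratio was 0.66 for 29 miRNAs of 24 nt. Of these, 6 were at least 2-fold higher in HN and none was lower. For 16 miRNAs of 22 nt the median was 0.80, with none changed 2-fold, and for all 359 known miRNAs with that minimum it was 0.28. With the mapped reads of Table S1 as the scaling, each median given here moves by -0.66. The median was -0.13 for 92 miRNAs of 21 nt, of which 4 were higher and 17 lower, most of the latter being miR395 entries with 1 shared sequence.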

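In the part of Data Sheet 2 used here, reads on 116 precursors are given as 1370 isoform lines, each with at least 20 reads over both libraries. Lines with a mismatch to the precursor numbered 811 and carried 21.7% of the listed reads in HN and 19.9% in LN. The same reads recur on several precursors in these sums. With each sequence counted once, a choice made after seeing the data, the shares were 20.7% in HN (exact 95% interval 20.5% to 20.8%) and 18.6% in LN (interval 18.5% to 18.8%), for counting error only. The annotated 20-nt sequence of miR319b, TTGGACTGAAGGGTGCTCCC, which targets TCP genes, had 2495 reads in HN and 1060 in LN, while all isoforms starting within 3 nt of it had 32284 and 11034. For miR395, the annotated sequence GTGAAGTGTTTGGGGGAACTC of 16 family members had no line of its own, and the isoforms within 3 nt had 22 reads in HN and 316 in LN. The sheet also shows which arm of a precursor gives the reads. For 24 pairs of 5p and 3p names with reads on both arms, the arm with more reads was the same in Data Sheet 2 and in the count tables for 23. The exception was miR166k. In Data Sheet 2 its 3p arm had 16382 reads in HN and 14867 in LN, and its 5p arm had 321 and 93. The count tables list 313 and 94 counts for miR166k-3p and 11937 and 11024 for miR166k-5p.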

The target genes of the total miRNAs were predicted and analyzed using the TargetFinder software (**Table S2**). 

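Among the 170 known miRNAs named in the part of Data Sheet 2 used here, 75 start with U, 43 with A, 42 with G and 10 with C. Of those starting with G, 16 are miR395 members with 1 shared sequence. Names whose annotated sequence starts with U held 96.1% of the counts of these miRNAs in HN and 95.9% in LN. The abundant arms of miR156, miR166 and miR396 are among them. The first nucleotide of the reads themselves was not examined.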

Finally, the miRNA nucleotide bias at each position and the first nucleotide bias for all miRNAs were analyzed, and the results showed that most miRNAs started with A or U at the first nucleotide; A and U also occupied a large proportion of nucleotides at each position (**Figures S2A, B**).

**Figure 2:**
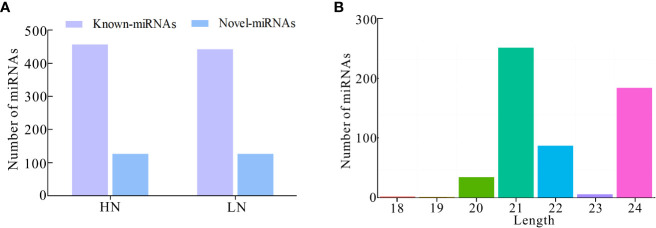
Identification and characterization of miRNAs based on RNA-seq. **(A)** Number of known-miRNAs and novel-miRNAs under HN and LN conditions respectively; **(B)** Number of miRNAs distributed within 18–24 nt in transcriptomic total miRNAs.

### 3.3 Differential expression analysis of NH511 miRNAs under different nitrogen supplies

The observed differences in the performance of NH511 under HN and LN conditions prompted us to identify differentially expressed miRNAs under different nitrogen conditions. Therefore, the miRNA differential expression profiles were obtained from the transcriptome data based on DESeq, which provides statistical routines for determining differential expression in digital miRNA expression data using a model based on negative binomial distribution. 

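Of the 359 known miRNAs with at least 10 counts over both libraries, 46 were at least 2-fold higher in HN than in LN and 21 at least 2-fold lower. Each of these had a counting interval that excludes 1, and 292 were neither. The lower group was led by miR395, which targets sulfate assimilation genes. All 16 measured miR395 entries were lower, by 8.23-fold to 14.2-fold, with 23 to 44 counts in HN and 312 to 348 in LN. Their median log2 ratio of -3.75 lay below all of 10000 random lists of the same size matched on mean count, and they share 1 mature sequence, so they are not independent. Of the 12 entries of miR444, which targets MADS-box genes, miR444b.1 and miR444c.1 were lower and 10 were neither, with a list median of -0.56 (percentile 0.02). They form 8 sets of near-identical counts. The other lower miRNAs were miR171g, miR3979-5p and miR530-5p. In the higher group, 9 of 14 miR1861 entries (median log2 ratio 1.42, percentile 100) and 5 of 24 miR812 entries (0.80, percentile 99.96) were at least 2-fold higher. Of the 5, miR812h, miR812i and miR812j had a ratio of 2.01 and fell under 2 with each of 6 other scalings. The 14 miR1861 entries form 7 sets of near-identical counts and the 24 miR812 entries form 15. Members of miR395, miR444, miR1861 and miR812 are drawn in Fig. 3C from these libraries, and 1 of each was chosen for qPCR. The figure had been seen when the lists were set, so their percentiles are not independent evidence of a direction. The same holds for every list with a member drawn there. Among these are the next 2 lists, with miR319 and miR169 members, and the lists of miR166 and of phosphate, with miR399d. For the list of miR159 and miR319, which target MYB and TCP genes, 2 of 10 were higher (median 0.59, percentile 96.7, turning to -0.07 with mapped reads). For miR169, which targets NF-YA genes, 2 of 7 were higher (median 0.94, percentile 92.8, turning to -0.06 with no minimum count). Of the 2, miR169i-5p.2 had a ratio of 2.01 and fell under 2 with each of the same 6 scalings. For miR396, 3 of 13 were higher, all from the 3p arm, while the list median was -0.40 (percentile 1.72). Of the 3, miR396a-3p and miR396b-3p (both 2.03) fell under 2 with each of the same 6 scalings. The 13 entries form 8 sets of near-identical counts. Of the 36 entries of the auxin list (miR160, miR164, miR167, miR390 and miR393) 1 was higher, at a median of -0.10 (percentile 0.53). That median turns to 0.09 when entries of a family within 10% of each other are collapsed, a choice made after seeing the data. The copper list (miR397, miR398, miR408 and miR528) had 7 entries and no change of 2-fold, at a median of -0.06 (percentile 5.54). Of the 104 measured entries of the nitrogen-related families named in the introduction, 12 were higher and 1 was lower, beside 46 and 21 of all 359. Their median of 0.16 (percentile 14.0) did not lie above most random lists. The 12 include miR169i-5p.2, miR396a-3p and miR396b-3p, described above, and the entry miR166k-3p. Among all changed miRNAs, the split of 68.7% higher depends on the scaling. With DESeq2 size factors 28 were higher and 29 lower, and with TMM factors 28 and 25, but both centre the ratios by construction. For the total reads of Table S1 the numbers were 28 and 29, and for its mapped reads 12 and 68. Entries with a shared sequence are counted singly here. The same collapsing leaves 37 higher and 9 lower.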

Our results showed that a total of 100 miRNAs were differentially expressed between HN and LN conditions, including 75 upregulated and 25 downregulated miRNAs (**Figure 3A**). Hierarchical cluster analysis was also performed for the selected differentially expressed miRNAs under HN and LN conditions (**Figure S3**). Moreover, the Volcano Plot also showed differences in miRNA expression levels and showed that the difference in miRNA expression between the HN and LN conditions was statistically significant (**Figure 3B**). Additionally, small RNA sequencing was used to accurately quantify miRNA abundance in the rice restorer cultivar NH511, and the differentially expressed miRNAs with a relative change greater than 2-fold were identified and defined as N-responsive miRNAs (**Figures 3C** and **S4**).

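Without replicate libraries the size of the differences was set against counting error. The ratio interval lay above 1 for 136 of the 359 miRNAs, such as miR319b and miR1861b, and below 1 for 61, such as miR444b.1 and miR395l. The others were not told apart at this depth. This balance depends on the scaling. It was 89 above and 90 below for TMM factors and 81 and 97 for DESeq2 size factors, but both centre the ratios by construction. For the total reads of Table S1 the numbers were 83 and 97, and for its mapped reads 26 and 158. Variation between plants is not part of that interval. With edgeR's exact test and an assumed biological coefficient of variation of 0.2, 18 miRNAs were higher and 21 lower at an adjusted p under 0.05 and 2-fold. With 0.4 none was higher and 17 were lower, 16 of them miR395 entries. When both libraries were taken as replicates of 1 condition, which is a way to obtain a dispersion without replicates, the estimated coefficient of variation was 0.476 and no miRNA passed. That estimate contains the difference between HN and LN itself, so the outcome was largely built in and decides nothing. In data simulated for this comparison from the means of the 483 miRNAs with counting error only, the 2-fold rule called 40.0% of the miRNAs changed 2-fold and 92.3% of those changed 4-fold. A true change of 2-fold lies on the rule's own threshold, so the 40.0% reflects that threshold and not the depth alone. With an added coefficient of variation of 0.2, the counting intervals held the true ratio for 60.0% of the unchanged miRNAs.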

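Of the 33 known miRNA names drawn as higher in Fig. 3C, 32 were at least 2-fold higher in HN by the counts, and of the 21 drawn as lower, 20 were at least 2-fold lower. The exceptions were miR319a-3p, with 110 counts in HN and 60 in LN (ratio 1.76, 95% interval 1.28 to 2.46), and miR395v, whose 7 counts, all in LN, lie under the minimum of 10. If 3 counts are allowed in HN, miR395v is at least 2.43-fold lower, and the exact 95% limit is 1.50-fold. Among miRNAs with at least 50 counts, miR166h-5p, from the arm opposite the main miR166 sequence, had the largest ratio, with 2454 counts in HN and 524 in LN (ratio 4.50, interval 4.10 to 4.96). It was followed by miR5154 (70 and 16 counts, ratio 4.21, interval 2.42 to 7.76) and miR1861g (60 and 15 counts, ratio 3.85, interval 2.16 to 7.29). Next was miR1861l (ratio 3.45, interval 3.17 to 3.75), whose counts are also listed for miR1861b, miR1861f and miR1861i. The entry named miR166k-3p came next, then miR5808 (2.93), miR5802 (2.88), miR529b, which targets SPL genes (2.82), miR319a-3p.2-3p (2.75) and miR5150-5p (2.75). The most abundant of the changed miRNAs was miR319b, which targets TCP genes, with 25947 counts in HN and 9506 in LN (ratio 2.62, interval 2.56 to 2.69). The 10 smallest ratios were all of miR395, from miR395l, 14.2-fold lower (interval 9.26 to 22.7), to miR395e. Several large ratios rest on few counts. miR1428e-3p had 10 in HN and 1 in LN (ratio 9.61, interval 1.37 to 417.2). With 10 and none, miR399d is at least 3.20-fold higher if 3 counts are allowed in LN, and the exact 95% limit is 2.15-fold. With the mapped reads of Table S1 as the scaling, 12 of the 33 stayed at least 2-fold higher. The paper calls differences between the conditions with DESeq and defines the miRNAs past 2-fold as N-responsive.

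**Figure D1:**
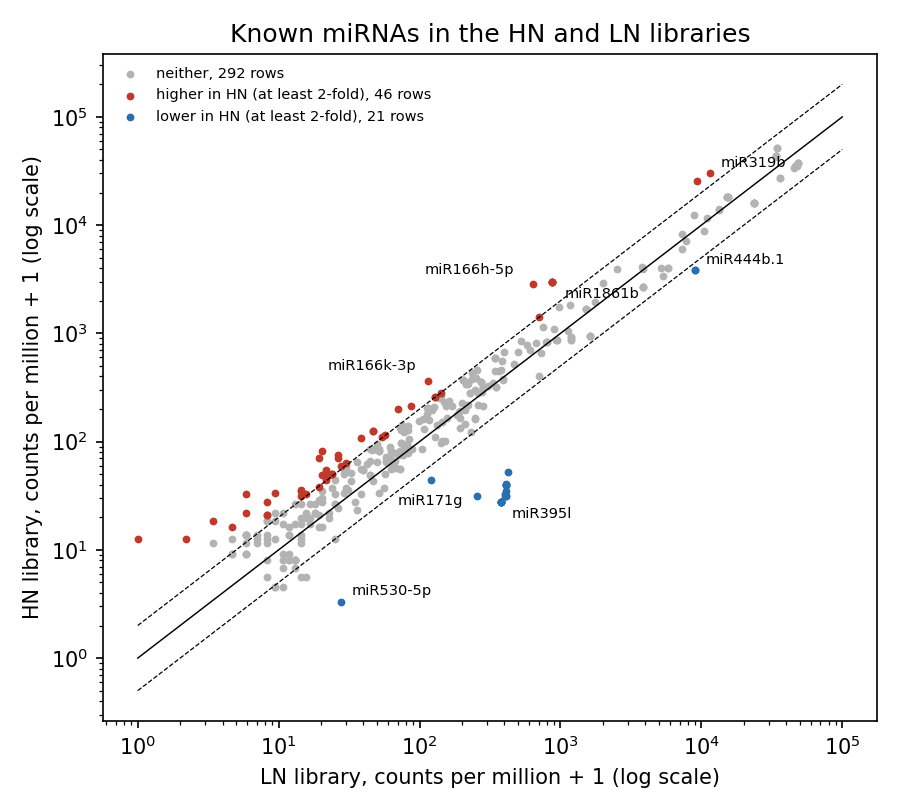
CPM + 1 of the 359 known miRNAs with at least 10 counts over both libraries, in the LN library (horizontal, log scale) and the HN library (vertical, log scale), 1 library each. The solid line marks equal values and the dashed lines 2-fold. The 46 red points are at least 2-fold higher in HN and the 21 blue points at least 2-fold lower with an interval that excludes 1, with miR395 grouped below the lower dashed line.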

**Figure 3:**
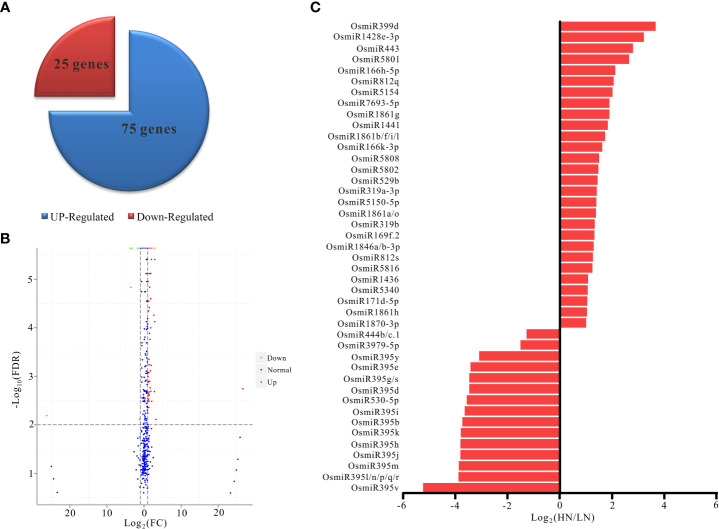
Differentially expressed miRNAs under HN and LN conditions. **(A)** Statistical analysis of miRNAs differentially expressed between HN and LN conditions; **(B)** the Volcano Plot analysis of differentially expressed miRNAs under different nitrogen conditions; **(C)** The over 2-fold differentially expressed miRNAs were identified under HN and LN conditions.

### 3.4 Gene ontology enrichment and Kyoto Encyclopedia of Genes and Genomes annotation of target genes

Based on the above results, a gene ontology (GO) enrichment analysis was performed to further characterize the main biological functions of target genes of differentially expressed miRNAs under high nitrogen supply. All differentially expressed miRNAs were divided into three categories: biological processes, cellular components, and molecular functions. These three categories were further divided into 42 enriched subcategories (**Figure 4A**). To fully understand the cellular pathways of target genes differentially expressed miRNAs under HN and LN conditions, an enrichment analysis based on KEGG was performed. Three KEGG pathway categories were identified: cellular processes, metabolism, and genetic information processing (**Figure 4B**). Specifically, ‘protein processing in endoplasmatic reticulum’ was the most enriched in cellular processes, which could be a consequence of different nitrogen supplies. Regarding metabolism, ‘phenylpropanoid biosynthesis’ was the most overrepresented because phenylpropanoids include a variety of organic compounds synthesized from amino acids such as phenylalanine and tyrosine, which are related to nitrogen metabolism. For genetic information processing, spliceosome, ribosome, and ribosome biogenesis are the top three pathways, which probably influences the gene expression and protein coding involved in nitrogen uptake and assimilation.

**Figure 4:**
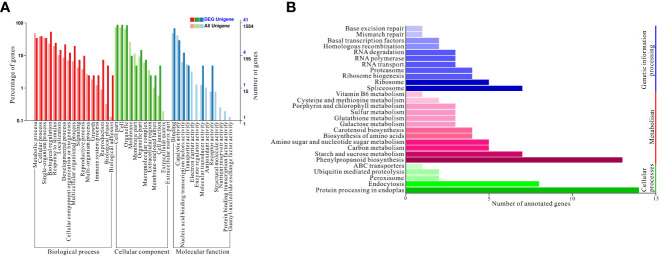
Gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations. **(A)** GO enrichment of targets genes of differentially expressed miRNAs; **(B)** KEGG annotation of targets genes of differentially expressed miRNAs under HN and LN conditions.

### 3.5 Quantitative RT-PCR validation for differentially expressed miRNAs

To further validate the differential miRNA expression under HN and LN conditions, a qPCR expression analysis was performed, and the nine selected typical miRNAs (*miR1441*, *miR443*, *miR812q*, *miR5801*, *miR1861b*, *miR166k-3p*, *miR530-5p*, *miR444b.1*, and *miR395v*) were validated using qPCR primers under HN and LN conditions (**Table S5**). 

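In the sequencing counts, 6 of the 9 miRNAs were higher in HN (miR1441, miR443, miR812q, miR5801, miR1861b and miR166k-3p) and miR530-5p, miR444b.1 and miR395v were lower. The abundance behind these ratios differed widely. For miR1861b there were 2586 counts in HN and 721 in LN, and for miR444b.1, which targets MADS-box genes, 3310 and 7403. For miR1441, miR443, miR812q, miR5801 and miR530-5p the counts were low. miR1441 had 23 counts in HN and 6 in LN (ratio 3.69, interval 1.46 to 11.1), and miR443 had 15 and 2 (7.21, interval 1.68 to 65.0). miR812q had 18 and 4 (4.33, interval 1.43 to 17.6) and miR5801 had 27 and 4 (6.49, interval 2.26 to 25.5). For miR530-5p there were 2 counts in HN and 22 in LN (11.4-fold lower, interval 2.81 to 100.4). The entry named miR166k-3p had 313 and 94 counts, but Data Sheet 2 gives read numbers close to these to the 5p arm of its precursor. For miR395v, with 7 counts in all, the count of 0 in HN allows a bound only.

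**Figure D2:**
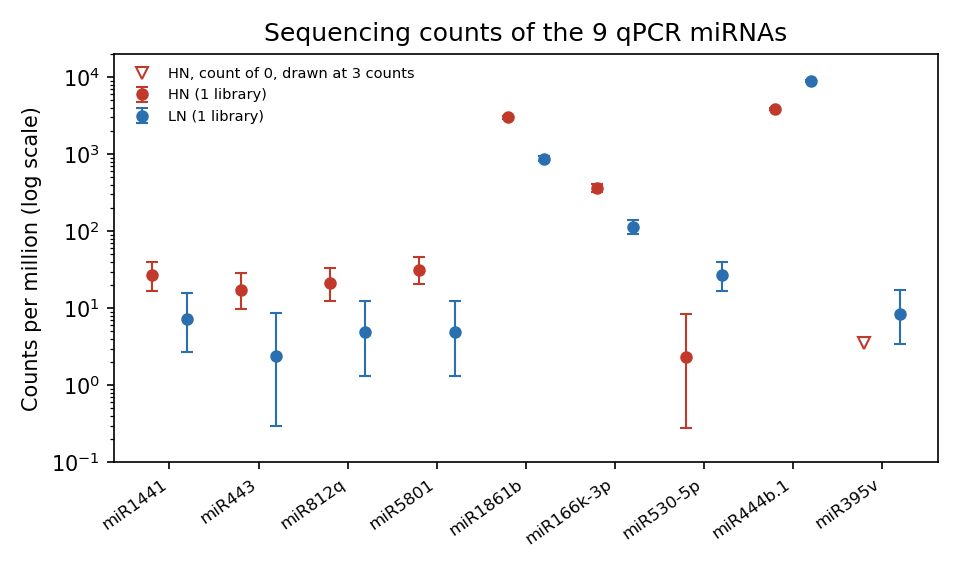
CPM (vertical, log scale) of the 9 miRNAs in the HN library (red) and the LN library (blue), 1 library each. Bars are exact 95% intervals for counting error only, and the open triangle marks the count of 0 for miR395v in HN, drawn at 3 counts (3.50 CPM). miR1861b and miR444b.1 lie at 721 counts or more in both libraries.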

The results showed that most miRNAs had an expression pattern similar to that of their small RNA sequencing profiles (**Figures 5A–I**). Furthermore, three miRNAs (*miR443*, *miR1861b*, and *miR166k-3p*) exhibited a significant upregulation pattern in response to HN treatment, but were downregulated expressed in the LN treatment (**Figures 5B, E, F**). The expression of *miR444b.1* and *miR395v* was downregulated under HN conditions but upregulated under LN conditions (**Figure 5H, I**). These data provide a foundation for the functional elucidation of candidate miRNAs and the possibility of selecting elite rice restorers for high-NUE rice breeding.

**Figure 5:**
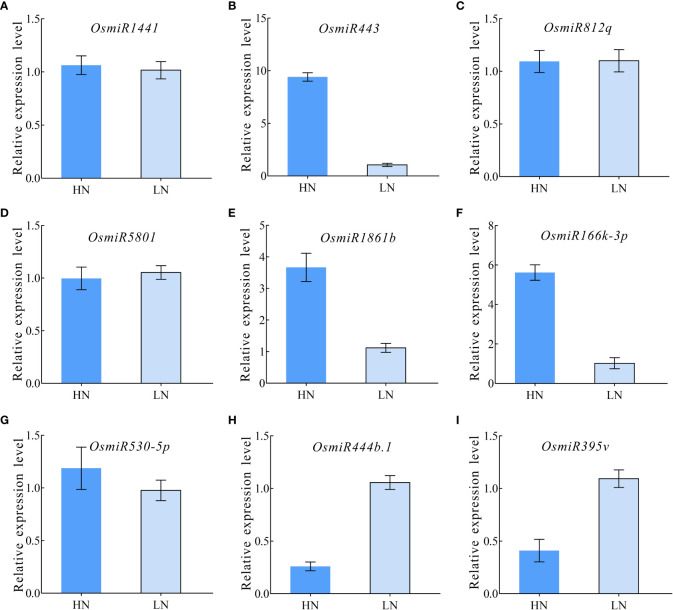
qRT-PCR validation for differentially expressed miRNAs. **(A)** *OsmiRNA1441*; **(B)** *OsmiRNA443*; **(C)** *OsmiRNA812q*; **(D)** *OsmiRNA5801*; **(E)** *OsmiRNA1861b*; **(F)** *OsmiRNA166k-3p*; **(G)** *OsmiRNA530-5p*; **(H)** *OsmiRNA444b.1*; **(I)** *OsmiRNA395v*.

### 3.6 Target prediction and degradome analysis of *Osa-miR166k-3p* and *Osa-miR444b.1*

In the present study, differentially expressed miRNAs were identified from transcriptomic data under HN and LN conditions, and partially representative miRNAs were validated by qRT-PCR analysis. Based on qRT-PCR results and previous studies on identification and characterization of targets genes of these validated miRNAs, we selected *miR166k-3p* and *miR444b.1* for the further investigation. 

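The entry miR166k-3p was higher in HN (ratio 3.20, 95% interval 2.53 to 4.08), and miR444b.1 was lower (ratio 0.430, interval 0.412 to 0.448). Within the 23 entries of the miR166 family, whose main sequence targets HD-ZIP III genes, 2 were at least 2-fold higher (miR166h-5p and miR166k-3p), none was lower and 21 were neither. The family's median log2 ratio was -0.06 (percentile 9.84 among random lists), turning to 0.05 with identical entries collapsed. The sequence annotated as miR166k-3p in Data Sheet 2, TCGGACCAGGCTTCAATCCCT, is at position 97 of the 127-nt precursor and is shared with miR166l-3p. It had 11336 exact reads in HN and 10538 in LN there (ratio 1.03, interval 1.01 to 1.06). The sequence annotated as miR166k-5p, GGTTTGTTGTCTGGCTCGAGG, at position 13, had 290 and 85. In the count tables miR166l-3p has 11986 and 11067 counts. In the miR444 family, miR444b.1 and miR444c.1 had identical counts and share reads. miR444b.2 had 797 counts in HN and 983 in LN (1.28-fold lower, interval 1.17 to 1.41), and miR444d.3 had 79 and 63 (ratio 1.21, interval 0.855 to 1.71). With identical entries counted once, the summed miR444 counts were 4496 in HN and 8889 in LN, 2.06-fold lower, and most of them are those of miR444b.1.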

The two candidates, *miR166k-3p* and *miR444b.1*, were characterized and shown to be upregulated and downregulated under HN conditions, respectively. First, possible targets of *miR166k-3p* and *miR444b.1* were predicted using psRNATarget (https://www.zhaolab.org/psRNATarget/) under the condition of an expectation value of less than 3.5, respectively (**Tables S3** and **S4**). As shown by the results, *miR166k-3p* mainly regulated homeodomain containing proteins and other unknown expressed proteins. Homeodomain containing proteins are a large family of transcription factors (TFs) that contain a highly conserved DNA-binding domain of 60 amino acids known as the homeodomain. They mediate protein-protein or protein-DNA interactions during plant growth and development. Furthermore *miR444b.1* regulated MADS-box family proteins, which have been reported to be involved in many important pathways of environmental adaptation in plants. Furthermore, the secondary structures of *miR166k-3p* and *miR444b.1* were predicted and analyzed for the first time by RNAfold WebServer (http://rna.tbi.univie.ac.at//cgi-bin/RNAWebSuite/RNAfold.cgi) (**Figure S5**), and the degradomes of crucial targets were predicted and identified suing the TarDB database (http://www.biosequencing.cn/TarDB/) for *miR166k-3p* (**Figure 6**) and *miR444b.1* (**Figure 7**) respectively. These results provided detailed information on the target gene processing by the two candidate miRNAs as well as a foundation for further studies.

**Figure 6:**
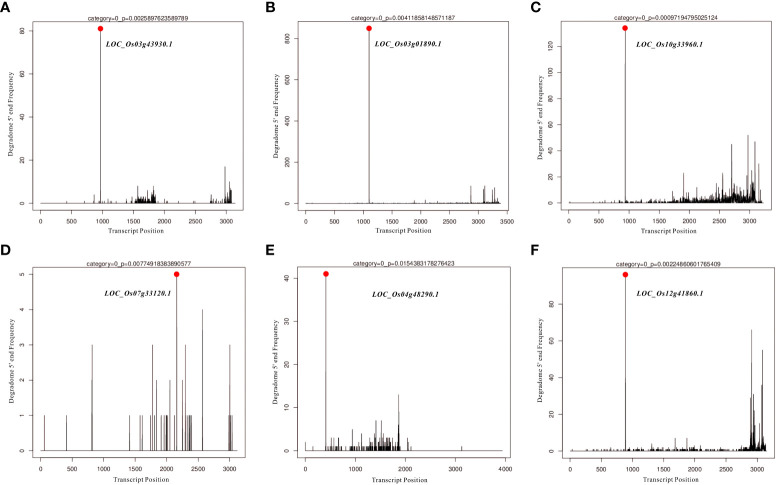
The degradome analysis of target genes for *OsamiR166k-3p*. **(A)** *Os03g43930*; **(B)** *Os03g01890*; **(C)** *Os10g33960*; **(D)** *Os07g33120*; **(E)** *Os04g48290*; **(F)** *Os12g41860*.

**Figure 7:**
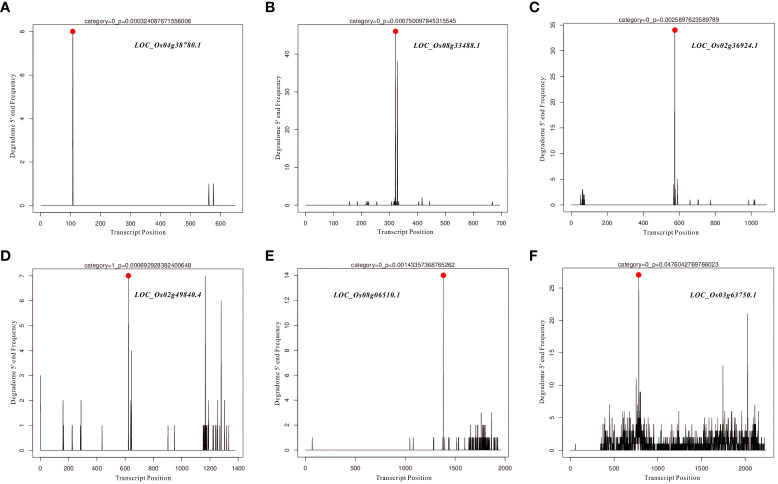
The degradome analysis of target genes for *OsamiR444b.1*. **(A)** *Os04g38780*; **(B)** *Os08g33488*; **(C)** *Os02g36924*; **(D)** *Os02g49840*; **(E)** *Os08g06510*; **(F)** *Os03g63750*.

### 3.7 Time-course expression analysis of *Osa-miR166k-3p* and *Osa-miR444b.1* under high nitrogen conditions

To further investigate the expression variations in *miR166k-3p* and *miR444b.1* under high nitrogen supply, a qRT-PCR assay was carried out. The expression levels of *miR166k-3p* with its target gene *OsHOX10* (LOC_03g01890) and *miR444b.1* (LOC_02g36924) with its target gene *OsMADS27* under the HN treatment were validated using qPCR primers at different time points. The results showed that *miR166k-3p* expression was upregulated in response to HN condition, which was reversed in the expression pattern of the target gene *OsHOX10* (**Figure 8A**). Similarly, the expression of *miR444b.1* was suppressed, and the expression of its target gene *OsMADS27* was induced under the HN treatment (**Figure 8B**). Taken together, these results further elucidated the response of the two candidate miRNAs (*miR166k-3p* and *miR444b.1*) to nitrogen supplies as well as their different expression patterns, which provides possibilities for further studies of these two candidate miRNAs and new insights for high-NUE rice breeding using elite restorer cultivars.

**Figure 8:**
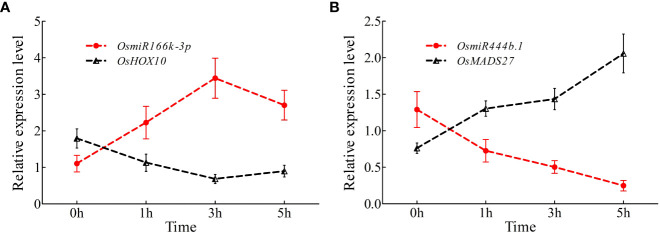
Time-course expression analysis of *OsamiR166k-3p* and *OsamiR444b.1* under high nitrogen conditions. **(A)** Expression analysis of *OsamiR166k-3p* and its target gene *OsHOX10*; **(B)** Expression analysis of *OsamiR444b.1* and its target gene *OsMADS27*.

## 4 Discussion

Rice is one of the most important cereal crops and provides food for half of the world’s population (Liang et al., 2014; Beukert et al., 2017; Liu et al., 2021). Hybrid rice has been successfully developed using a two- or three-line system based on a male sterile line, maintainer line, and restorer line, which has greatly contributed to world food production in the past decades (Chen et al., 2022; Hussain et al., 2022; Jiang et al., 2022; Li et al., 2022). Nanhui 511 (NH511), a typical *indica* rice restorer cultivar, was developed by hybridizing two heavy panicle-type restorer lines, namely Shuhui 881 and Shuhui 527. NH511 has been widely used in hybrid seed production as a restorer line because of its good combining ability and grain quality in hybrid rice breeding, and has been used to breed many hybrid rice cultivars in the past (Wang et al., 2019; Ren et al., 2021).

Nitrogen is a crucial nutrient required for plant growth and development, particularly in crops (Hakeem et al., 2011; Sultana et al., 2020). Nitrogen deficiency and low nitrogen utilization impair crop growth and development, which influences crop yield and food security (Ahrens et al., 2010; Xu et al., 2012; Kabange et al., 2021; Liu et al., 2021). In crop production, excess nitrogen is inevitably leached into water systems and lost to the atmosphere, resulting in severe agricultural environmental problems (Zhang, 2007; Ahrens et al., 2010; Cai et al., 2012). Reducing the amounts of nitrogen fertilizers used in agriculture and cultivating cultivars with high NUE are efficient ways of solving environmental problems and ensuring sustainable crop production. In the present study, NH511 was selected to identify its miRNAs in response to nitrogen. First, morphological variations and nitrogen-responsive miRNAs were first identified and investigated under HN and LN conditions. The results showed that NH511 is a nitrogen-responsive restorer line whose seedling growth was promoted by the regulation of lateral root development and plant height (**Figures 1A, B**). Subsequently, the RNA samples extracted from seedlings grown under different nitrogen conditions were sequenced, and the filtered data were processed to facilitate miRNA alignment, identification, and prediction based on the rice genome. Additionally, miRNA differential expression profiles were obtained from the transcriptome data based on DESeq (**Figures 3A–C**), and most miRNAs showed a similar expression pattern to that of their small RNA sequencing profile according to qPCR assay results (**Figures 5A–I**), implying that we obtained high-quality transcriptomic data and successfully identified the candidate miRNAs in response to different nitrogen supplies. Furthermore, two candidate miRNAs, namely *miR166k-3p* and *miR444b.1*, were chosen for further investigation, and their possible targets were identified and analyzed, and also time-course expression were validated using qPCR primers at different time points under the HN treatment (**Figures 6**, **7**, and **8**). In plants, the *miR166* family comprises multiple members and is a highly conserved family of miRNAs with conserved target genes, the Class III homeodomain-leucine zipper (HD-ZIP III) transcription factors. Some studies showed *miR166* family plays a role in environmental adaptations and plant development, such as drought resistance in rice (Zhang et al., 2018) and diverse developmental pathways (Itoh et al., 2008). Moreover, *miR166* was also reported in adapting to infection by the rice blast fungus *M. oryzae* or to differentially accumulate in blast-resistant and blast-susceptible rice varieties (Li Y. et al., 2014; Salvador et al., 2018). The *miR444* gene family was first discovered in rice and consists of six gene loci (*Osa-MIR444a* to *Osa-MIR444f*), and *miR444* has multiple abundant isoforms and iso-miRs (Jiao et al., 2020). Multiple mature forms of *miR444* are involved in nitrogen stress, and *miR444* gene family might have evolved by sharing stress response elements in both *miR444* isoforms and its targets, such as *miR444-OsMADS27* regulatory module involved in nitrate-dependent root development in rice (Pachamuthu et al., 2022).Taken together, our results further elucidated the response of the two candidate miRNAs, *miR166k-3p* and *miR444b.1*, to different nitrogen supplies, along with a description of their different expression patterns, which provides possibilities for further studies of the two candidate miRNAs involved in nitrogen utilization pathways and high-NUE hybrid rice cultivars cultivation. In summary, this study revealed a comprehensive expression profile of miRNAs responsive to high-nitrogen treatments in the *indica* rice restorer cultivar NH511, which advanced our understanding of nitrogen signaling mediated by miRNAs and provided new insights for high-NUE rice breeding based on elite restorer cultivars.

## 5 Conclusions

We investigated the morphological changes and transcriptomic miRNA variations in the *indica* rice restorer line NH511 under high (HN) and low nitrogen (LN) conditions. Based on our findings, we discussed and compared their nitrogen-responsive characteristics and differentially expressed miRNAs under HN and LN conditions. We further validated the candidate miRNAs and elucidated their response to different nitrogen conditions. We believe that our study makes a significant contribution to rice breeding because we described and identified the N-responsive characteristics and differentially expressed miRNAs in an important rice restorer cultivar under different nitrogen supplies, thus providing novel data for the breeding of high-NUE rice cultivars in the future.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE230023.

## Author contributions

XQ and HZ designed the experiment. XQ wrote the paper and HZ revised the manuscript. YL, WN and HW validated the results. XL, QW, YL, CL, DJ, and TT contributed to experiments and the acquisition of data. All authors contributed to the article and approved the submitted version.

## References

[B1] AalamiA. H.HoseinzadehM.Hosseini ManeshP.Jiryai SharahiA.Kargar AliabadiE. (2022). Carcinogenic effects of heavy metals by inducing dysregulation of microRNAs: a review. Mol. Biol. Rep. 49 (12), 12227–12238. doi: 10.1007/s11033-022-07897-x 36269534

[B2] AhrensT. D.LobellD. B.Ortiz-MonasterioJ. I.LiY.MatsonP. A. (2010). Narrowing the agronomic yield gap with improved nitrogen use efficiency: a modeling approach. Ecol. Appl. 20 (1), 91–100. doi: 10.1890/08-0611.1 20349832

[B3] AllenE.XieZ.GustafsonA. M.and CarringtonJ. C. (2005). microRNA-directed phasing during trans-acting siRNA biogenesis in plants. Cell 121 (2), 207–221. doi: 10.1016/j.cell.2005.04.004 15851028

[B4] BartelD. P. (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. Cell 116 (2), 281–297. doi: 10.1016/s0092-8674(04)00045-5 14744438

[B5] BeukertU.LiZ.LiuG.ZhaoY.RamachandraN.MirditaV.. (2017). Genome-based identification of heterotic patterns in rice. Rice (N Y) 10 (1), 22. doi: 10.1186/s12284-017-0163-4 28527137PMC5438337

[B6] BrodersenP.Sakvarelidze-AchardL.Bruun-RasmussenM.DunoyerP.YamamotoY. Y.SieburthL.. (2008). Widespread translational inhibition by plant miRNAs and siRNAs. Science 320 (5880), 1185–1190. doi: 10.1126/science.1159151 18483398

[B7] BudakH.AkpinarB. A. (2015). Plant miRNAs: biogenesis, organization and origins. Funct. Integr. Genomics 15 (5), 523–531. doi: 10.1007/s10142-015-0451-2 26113396

[B8] CaiH.LuY.XieW.ZhuT.LianX. (2012). Transcriptome response to nitrogen starvation in rice. J. Biosci. 37 (4), 731–747. doi: 10.1007/s12038-012-9242-2 22922198

[B9] CamposC.CoitoJ. L.CardosoH.Marques da SilvaJ.PereiraH. S.ViegasW.. (2023). Dynamic regulation of grapevine’s microRNAs in response to mycorrhizal symbiosis and high temperature. Plants (Basel) 12, (5). doi: 10.3390/plants12050982 PMC1000505236903843

[B10] CarringtonJ. C.AmbrosV. (2003). Role of microRNAs in plant and animal development. Science 301 (5631), 336–338. doi: 10.1126/science.1085242 12869753

[B11] ChenR.DengY.DingY.GuoJ.QiuJ.WangB.. (2022). Rice functional genomics: decades’ efforts and roads ahead. Sci. China Life Sci. 65 (1), 33–92. doi: 10.1007/s11427-021-2024-0 34881420

[B12] ChenS.WangD.XuC.JiC.ZhangX.ZhaoX.. (2014). Responses of super rice (Oryza sativa l.) to different planting methods for grain yield and nitrogen-use efficiency in the single cropping season. PloS One 9 (8), e104950. doi: 10.1371/journal.pone.0104950 25111805PMC4128727

[B13] ChiangC. P.YimW. C.SunY. H.OhnishiM.MimuraT.CushmanJ. C.. (2016). Identification of ice plant (Mesembryanthemum crystallinum l.) MicroRNAs using RNA-seq and their putative roles in high salinity responses in seedlings. Front. Plant Sci. 7. doi: 10.3389/fpls.2016.01143 PMC497730627555850

[B14] ChiouT. J. (2007). The role of microRNAs in sensing nutrient stress. Plant Cell Environ. 30 (3), 323–332. doi: 10.1111/j.1365-3040.2007.01643.x 17263777

[B15] CovarrubiasA. A.ReyesJ. L. (2010). Post-transcriptional gene regulation of salinity and drought responses by plant microRNAs. Plant Cell Environ. 33 (4), 481–489. doi: 10.1111/j.1365-3040.2009.02048.x 19781008

[B16] DobermannA.CassmanK. G. (2005). Cereal area and nitrogen use efficiency are drivers of future nitrogen fertilizer consumption. Sci. China C Life Sci. 48 Spec No, 745–758. doi: 10.1007/BF03187115 16512198

[B17] FerdousJ.HussainS. S.ShiB. J. (2015). Role of microRNAs in plant drought tolerance. Plant Biotechnol. J. 13 (3), 293–305. doi: 10.1111/pbi.12318 25583362PMC6680329

[B18] FriedlanderM. R.MackowiakS. D.LiN.ChenW.RajewskyN. (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res. 40 (1), 37–52. doi: 10.1093/nar/gkr688 21911355PMC3245920

[B19] GongZ.XiongL.ShiH.YangS.Herrera-EstrellaL. R.XuG.. (2020). Plant abiotic stress response and nutrient use efficiency. Sci. China Life Sci. 63 (5), 635–674. doi: 10.1007/s11427-020-1683-x 32246404

[B20] GuoJ.HuX.GaoL.XieK.LingN.ShenQ.. (2017). The rice production practices of high yield and high nitrogen use efficiency in jiangsu, China. Sci. Rep. 7 (1), 2101. doi: 10.1038/s41598-017-02338-3 28522870PMC5437039

[B21] GuoJ. H.LiuX. J.ZhangY.ShenJ. L.HanW. X.ZhangW. F.. (2010). Significant acidification in major Chinese croplands. Science 327 (5968), 1008–1010. doi: 10.1126/science.1182570 20150447

[B22] HakeemK. R.AhmadA.IqbalM.GucelS.OzturkM. (2011). Nitrogen-efficient rice cultivars can reduce nitrate pollution. Environ. Sci. pollut. Res. Int. 18 (7), 1184–1193. doi: 10.1007/s11356-010-0434-8 21359512

[B23] HamiltonA. J.BaulcombeD. C. (1999). A species of small antisense RNA in posttranscriptional gene silencing in plants. Science 286 (5441), 950–952. doi: 10.1126/science.286.5441.950 10542148

[B24] HussainI.AliS.LiuW.AwaisM.LiJ.LiaoY.. (2022). Identification of heterotic groups and patterns based on genotypic and phenotypic characteristics among rice accessions of diverse origins. Front. Genet. 13. doi: 10.3389/fgene.2022.811124 PMC883228135154278

[B25] IslamW.IdreesA.WaheedA.ZengF. (2022a). Plant responses to drought stress: microRNAs in action. Environ. Res. 215 (Pt 2), 114282. doi: 10.1016/j.envres.2022.114282 36122702

[B26] IslamW.TauqeerA.WaheedA.ZengF. (2022b). MicroRNA mediated plant responses to nutrient stress. Int. J. Mol. Sci. 23, (5). doi: 10.3390/ijms23052562 PMC891008435269700

[B27] ItohJ.HibaraK.SatoY.NagatoY. (2008). Developmental role and auxin responsiveness of class III homeodomain leucine zipper gene family members in rice. Plant Physiol. 147, 1960–1975. doi: 10.1104/pp.108.118679 18567825PMC2492597

[B28] JiangH.LuQ.QiuS.YuH.WangZ.YuZ.. (2022). Fujian cytoplasmic male sterility and the fertility restorer gene OsRf19 provide a promising breeding system for hybrid rice. Proc. Natl. Acad. Sci. U.S.A. 119 (34), e2208759119. doi: 10.1073/pnas.2208759119 35969741PMC9407659

[B29] JiaoX.WangH.YanJ.KongX.LiuY.ChuJ.. (2020). Promotion of BR biosynthesis by miR444 is required for ammonium-triggered inhibition of root growth. Plant Physiol. 182 (3), 1454–1466. doi: 10.1104/pp.19.00190 31871071PMC7054888

[B30] Jones-RhoadesM. W.BartelD. P.BartelB. (2006). MicroRNAS and their regulatory roles in plants. Annu. Rev. Plant Biol. 57, 19–53. doi: 10.1146/annurev.arplant.57.032905.105218 16669754

[B31] KabangeN. R.ParkS. Y.LeeJ. Y.ShinD.LeeS. M.KwonY.. (2021). New insights into the transcriptional regulation of genes involved in the nitrogen use efficiency under potassium chlorate in rice (Oryza sativa l.). Int. J. Mol. Sci. 22. doi: 10.3389/fgene.2020.583785 PMC792669033671842

[B32] LiP.ChenY. H.LuJ.ZhangC. Q.LiuQ. Q.LiQ. F. (2022). Genes and their molecular functions determining seed structure, components, and quality of rice. Rice (N Y) 15 (1), 18. doi: 10.1186/s12284-022-00562-8 35303197PMC8933604

[B33] LiH.HuB.WangW.ZhangZ.LiangY.GaoX.. (2016). Identification of microRNAs in rice root in response to nitrate and ammonium. J. Genet. Genomics 43 (11), 651–661. doi: 10.1016/j.jgg.2015.12.002 27372185

[B34] LiY.LuY.ShiY.WuL.XuY.HuangF.. (2014). Multiple rice microRNAs are involved in immunity against the blast fungus magnaporthe oryzae. Plant Physiol. 164, 1077–1092. doi: 10.1104/pp.113.230052 24335508PMC3912081

[B35] LiM. Y.WangF.XuZ. S.JiangQ.MaJ.TanG. F.. (2014). High throughput sequencing of two celery varieties small RNAs identifies microRNAs involved in temperature stress response. BMC Genomics 15, 242. doi: 10.1186/1471-2164-15-242 24673837PMC3986682

[B36] LiangG.AiQ.YuD. (2015). Uncovering miRNAs involved in crosstalk between nutrient deficiencies in arabidopsis. Sci. Rep. 5, 11813. doi: 10.1038/srep11813 26134148PMC4488870

[B37] LiangX. Q.HarterT.PortaL.van KesselC.LinquistB. A. (2014). Nitrate leaching in californian rice fields: a field- and regional-scale assessment. J. Environ. Qual 43 (3), 881–894. doi: 10.2134/jeq2013.10.0402 25602817

[B38] LiangG.HeH.YuD. (2012). Identification of nitrogen starvation-responsive microRNAs in arabidopsis thaliana. PloS One 7 (11), e48951. doi: 10.1371/journal.pone.0048951 23155433PMC3498362

[B39] LinY.ChuS.XuX.HanX.HuangH.TongZ.. (2022). Identification of nitrogen starvation-responsive miRNAs to reveal the miRNA-mediated regulatory network in betula luminifera. Front. Genet. 13. doi: 10.3389/fgene.2022.957505 PMC942826136061195

[B40] LiuW.HussainS.WuL.QinZ.LiX.LuJ.. (2016). Greenhouse gas emissions, soil quality, and crop productivity from a mono-rice cultivation system as influenced by fallow season straw management. Environ. Sci. pollut. Res. Int. 23 (1), 315–328. doi: 10.1007/s11356-015-5227-7 26304808

[B41] LiuY.WangH.JiangZ.WangW.XuR.WangQ.. (2021). Genomic basis of geographical adaptation to soil nitrogen in rice. Nature 590 (7847), 600–605. doi: 10.1038/s41586-020-03091-w 33408412

[B42] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15 (12), 550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[B43] LuY.ZhangJ.HanZ.HanZ.LiS.ZhangJ.. (2022). Screening of differentially expressed microRNAs and target genes in two potato varieties under nitrogen stress. BMC Plant Biol. 22 (1), 478. doi: 10.1186/s12870-022-03866-5 36207676PMC9547441

[B44] MalloryA. C.BartelD. P.BartelB. (2005). MicroRNA-directed regulation of arabidopsis AUXIN RESPONSE FACTOR17 is essential for proper development and modulates expression of early auxin response genes. Plant Cell 17 (5), 1360–1375. doi: 10.1105/tpc.105.031716 15829600PMC1091760

[B45] MengY.ShaoC.WangH.ChenM. (2011). The regulatory activities of plant microRNAs: a more dynamic perspective. Plant Physiol. 157 (4), 1583–1595. doi: 10.1104/pp.111.187088 22003084PMC3327222

[B46] NguyenH. D.KimM. S. (2022). Exposure to a mixture of heavy metals induces cognitive impairment: genes and microRNAs involved. Toxicology 471, 153164. doi: 10.1016/j.tox.2022.153164 35346790

[B47] NguyenG. N.RothsteinS. J.SpangenbergG.KantS. (2015). Role of microRNAs involved in plant response to nitrogen and phosphorous limiting conditions. Front. Plant Sci. 6. doi: 10.3389/fpls.2015.00629 PMC453477926322069

[B48] OuyangY.LiX.ZhangQ. (2022). Understanding the genetic and molecular constitutions of heterosis for developing hybrid rice. J. Genet. Genomics 49 (5), 385–393. doi: 10.1016/j.jgg.2022.02.022 35276387

[B49] PachamuthuK.Hari SundarV.NarjalaA.SinghR. R.DasS.Avik PalH. C. Y.. (2022). Nitrate-dependent regulation of miR444-OsMADS27 signalling cascade controls root development in rice. J. Exp. Bot. 73 (11), 3511–3530. doi: 10.1093/jxb/erac083 35243491

[B50] PanC.YeL.ZhengY.WangY.YangD.LiuX.. (2017). Identification and expression profiling of microRNAs involved in the stigma exsertion under high-temperature stress in tomato. BMC Genomics 18 (1), 843. doi: 10.1186/s12864-017-4238-9 29096602PMC5668977

[B51] PanJ.ZhaoJ.LiuY.HuangN.TianK.ShahF.. (2019). Optimized nitrogen management enhances lodging resistance of rice and its morpho-anatomical, mechanical, and molecular mechanisms. Sci. Rep. 9 (1), 20274. doi: 10.1038/s41598-019-56620-7 31889083PMC6937289

[B52] PiriyapongsaJ.JordanI. K. (2008). Dual coding of siRNAs and miRNAs by plant transposable elements. RNA 14 (5), 814–821. doi: 10.1261/rna.916708 18367716PMC2327354

[B53] RenY.ChenD.LiW-jTaoL.YuanG.-q.CaoY.. (2021). Genome-wide pedigree analysis of elite rice shuhui 527 reveals key regions for breeding. J. Integr. Agric. 20 (1), 35–45. doi: 10.1016/S2095-3119(20)63256-7

[B54] SalvadorG.HsingY.San Segundo (2018). The polycistronic miR166k-166h ositively regulates rice immunity *via* post-transcriptional control of EIN2. Front. Plant Sci. 9. doi: 10.3389/fpls.2018.00337 PMC586925529616057

[B55] SultanaN.IslamS.JuhaszA.YangR.SheM.AlhabbarZ.. (2020). Transcriptomic study for identification of major nitrogen stress responsive genes in Australian bread wheat cultivars. Front. Genet. 11. doi: 10.3389/fgene.2020.583785 PMC755463533193713

[B56] TiwariJ. K.BucksethT.ZintaR.SaraswatiA.SinghR. K.RawatS.. (2020). Genome-wide identification and characterization of microRNAs by small RNA sequencing for low nitrogen stress in potato. PloS One 15 (5), e0233076. doi: 10.1371/journal.pone.0233076 32428011PMC7237020

[B57] WangM.ChenJ.ZhouF.YuanJ.ChenL.WuR.. (2022). The ties of brotherhood between japonica and indica rice for regional adaptation. Sci. China Life Sci. 65 (7), 1369–1379. doi: 10.1007/s11427-021-2019-x 34902099

[B58] WangY.GuoS.WangL.WangL.HeX.ShuS.. (2018). Identification of microRNAs associated with the exogenous spermidine-mediated improvement of high-temperature tolerance in cucumber seedlings (Cucumis sativus l.). BMC Genomics 19 (1), 285. doi: 10.1186/s12864-018-4678-x 29690862PMC5937831

[B59] WangF.JohnsonN. R.CoruhC.AxtellM. J. (2016). Genome-wide analysis of single non-templated nucleotides in plant endogenous siRNAs and miRNAs. Nucleic Acids Res. 44 (15), 7395–7405. doi: 10.1093/nar/gkw457 27207877PMC5009732

[B60] WangC.TangS.ZhanQ.HouQ.ZhaoY.ZhaoQ.. (2019). Dissecting a heterotic gene through GradedPool-seq mapping informs a rice-improvement strategy. Nat. Commun. 10 (1), 2982. doi: 10.1038/s41467-019-11017-y 31278256PMC6611799

[B61] XiaoJ.YanH.YangY.LiangY.NanW.ZhangH.. (2016). Screening and research of different rice (Oryza sativa) varieties based on nitrate absorption and utilization in seedlings. Plant Physiol. J. 52 (12), 1941–1949. doi: 10.13592/j.cnki.ppj.2016.0315

[B62] XuG.FanX.MillerA. J. (2012). Plant nitrogen assimilation and use efficiency. Annu. Rev. Plant Biol. 63, 153–182. doi: 10.1146/annurev-arplant-042811-105532 22224450

[B63] XuZ.ZhongS.LiX.LiW.RothsteinS. J.ZhangS.. (2011). Genome-wide identification of microRNAs in response to low nitrate availability in maize leaves and roots. PloS One 6 (11), e28009. doi: 10.1371/journal.pone.0028009 22132192PMC3223196

[B64] YanC.LiuY.CuiX.CaoL.XiongJ.ZhangQ.. (2022). Corrigendum to “Improving the efficiency of anaerobic digestion: domesticated paddy soil microbes enhances the hydrolytic acidification of rice straw and pig manure” [Bioresour. technol. 345 (2022) 126570]. Bioresour Technol. 348, 126821. doi: 10.1016/j.biortech.2022.126821 35153124

[B65] YangS.WangY.LiuR.XingL.YangZ. (2018). Improved crop yield and reduced nitrate nitrogen leaching with straw return in a rice-wheat rotation of ningxia irrigation district. Sci. Rep. 8 (1), 9458. doi: 10.1038/s41598-018-27776-5 29930282PMC6013432

[B66] YuS.AliJ.ZhouS.RenG.XieH.XuJ.. (2022). From green super rice to green agriculture: reaping the promise of functional genomics research. Mol. Plant 15 (1), 9–26. doi: 10.1016/j.molp.2021.12.001 34883279

[B67] ZhangQ. (2007). Strategies for developing green super rice. Proc. Natl. Acad. Sci. U.S.A. 104 (42), 16402–16409. doi: 10.1073/pnas.0708013104 17923667PMC2034246

[B68] ZhangJ.ZhangH.SrivastavaA.PanY.BaiJ.FangJ.. (2018). Knockdown of rice microRNA166 confers drought resistance by causing leaf rolling and altering stem xylem development. Plant Physiol. 176 (3), 2082–2094. doi: 10.1104/pp.17.01432 29367235PMC5841683

[B69] ZhangY.ZhuX.ChenX.SongC.ZouZ.WangY.. (2014). Identification and characterization of cold-responsive microRNAs in tea plant (Camellia sinensis) and their targets using high-throughput sequencing and degradome analysis. BMC Plant Biol. 14, 271. doi: 10.1186/s12870-014-0271-x 25330732PMC4209041

[B70] ZhaoY.LiZ.LiuG.JiangY.MaurerH. P.WurschumT.. (2015). Genome-based establishment of a high-yielding heterotic pattern for hybrid wheat breeding. Proc. Natl. Acad. Sci. U.S.A. 112 (51), 15624–15629. doi: 10.1073/pnas.1514547112 26663911PMC4697414

# Supplementary material for: Genome-wide identification of nitrate-responsive microRNAs by small RNA sequencing in the rice restorer cultivar Nanhui 511
**Source:** Front Plant Sci. 2023 Jun 2;14:1198809. doi: 10.3389/fpls.2023.1198809
**Supplement:** Supplementary file 7

Supplementary Material

Genome-wide identification of nitrate-responsive microRNAs by small RNA sequencing in the rice restorer cultivar Nanhui 511

Xiaojian Qin^1, 2, *^, Xiaowei Li^1^, Qian Wu^1^, Cuiping Li^1^, Yuntong Li^1^, Dan Jiang^1^, Tingting Tang^1^, Wenbin Nan^1, 2^, Yongshu Liang^1, 2^, Hanma Zhang^1, 2^

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1.** The microscope observation of lateral root tip of rice cultivar Nanhui511 under HN and LN conditions. **(A)** HN condition; **(B)** LN condition. Scale bar: 20μm.

**Supplementary Figure 2.** The nucleotide bias analysis of total miRNAs from small RNA-seq. **(A)** Analysis of miRNA nucleotide bias at each position; **(B)** miRNA first nucleotide bias analysis.

**Supplementary Figure 3.** Hierarchical cluster analysis of differentially expressed miRNAs under HN and LN conditions.

**Supplementary Figure 4.** Heatmap analysis for expression (FPKM) levels of differentially expressed miRNAs under HN and LN conditions. **(A)** Upregulated expressed miRNAs under HN condition; **(B)** Downregulated expressed miRNAs under HN condition.

**Supplementary Figure 5.** The secondary structures prediction of *miR166k-3p* and *miR444b.1* precursors. **(A)** The secondary structure of *miR166k-3p*; **(B)** The secondary structure of *miR444b.1*.

## Supplementary Tables

**Supplementary Table 1.** Transcriptomic reads mapped to rice genome.

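Table S1 counts the reads of each library and those that mapped to the rice genome, on either strand. From its numbers, 35.4% of the reads mapped in HN and 27.0% in LN, and 64.6% and 65.6% of the mapped reads lay on the plus strand. The counts of the 483 known miRNAs came to 14.1% of the paper's mapped reads in HN and 22.3% in LN, which is not a share, since reads listed under several names are counted more than once. The mapped reads of HN exceed those of LN 1.64-fold, and the miRNA counts do so 1.04-fold.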

| Types | Total  Reads | Mapped  Reads | | Mapped  Reads(+) | Mapped  Reads(-) |
| --- | --- | --- | --- | --- | --- |
| LN | 13701210 | | 3696804 | 2425227 | 1271577 |
| HN | 17165242 | | 6068484 | 3919720 | 2148764 |

**Supplementary Table 2.** Prediction of target genes for miRNAs.

| Types | All_miRNA | miRNA_with_Target | Target_gene |
| --- | --- | --- | --- |
| Known_miRNA | 483 | 296 | 539 |
| Novel_miRNA | 128 | 32 | 1460 |
| Total | 611 | 328 | 1980 |

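Supplementary Table 3 lists targets predicted by psRNATarget, not measured in these libraries. For some of them the paper shows degradome data collected from TarDB (Fig. 6). A lower expectation value means a closer match. The table holds 25 predicted targets with expectation values from 2 to 3.5, of which 24 are assigned to cleavage and 1 to translation. Of the 10 targets at the lowest value, 4 are described as homeodomain containing proteins, the only 4 in the table.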

**Supplementary Table 3.** Prediction of target genes of *osa-miR166k-3p*.

| Target ID | Expectation | | Inhibition | Target Description |
| --- | --- | --- | --- | --- |
| LOC_Os04g49300 | | 2.0 | Cleavage | Retrotransposon protein |
| LOC_Os03g56920 | | 2.0 | Cleavage | Expressed protein |
| LOC_Os01g50230 | | 2.0 | Cleavage | Expressed protein |
| LOC_Os04g50840 | | 2.0 | Cleavage | Expressed protein |
| LOC_Os03g16320 | | 2.0 | Cleavage | Expressed protein |
| LOC_Os04g44380 | | 2.0 | Cleavage | Expressed protein |
| LOC_Os10g33960 | | 2.0 | Cleavage | Homeodomain containing protein |
| LOC_Os03g01890 | | 2.0 | Cleavage | Homeodomain containing protein |
| LOC_Os03g43930 | | 2.0 | Cleavage | Homeodomain containing protein |
| LOC_Os12g41860 | | 2.0 | Cleavage | Homeodomain containing protein |
| LOC_Os11g45899 | | 2.5 | Cleavage | Retrotransposon protein |
| LOC_Os08g36660 | | 2.5 | Cleavage | Expressed protein |
| LOC_Os01g33740 | | 2.5 | Cleavage | Retrotransposon protein |
| LOC_Os02g49670 | | 2.5 | Cleavage | Zinc knuckle family protein |
| LOC_Os03g44835 | | 2.5 | Cleavage | Expressed protein |
| LOC_Os01g08520 | | 3.0 | Cleavage | DUF581 domain containing protein |
| LOC_Os03g10810 | | 3.0 | Cleavage | HLS, putative, expressed |
| LOC_Os03g10290 | | 3.5 | Cleavage | Expressed protein |
| LOC_Os12g43900 | | 3.5 | Cleavage | Retrotransposon protein |
| LOC_Os04g49890 | | 3.5 | Cleavage | Multidrug resistance-associated protein |
| LOC_Os03g35380 | | 3.5 | Cleavage | Retrotransposon protein |
| LOC_Os03g40084 | | 3.5 | Cleavage | Expressed protein |
| LOC_Os09g35690 | | 3.5 | Cleavage | Zinc RING finger protein |
| LOC_Os11g36060 | | 3.5 | Translation | THUMP domain-containing protein |
| LOC_Os02g12730 | | 3.5 | Cleavage | Beta-galactosidase precursor |

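Supplementary Table 4 was made in the same way for miR444b.1. It holds 21 predicted targets with expectation values from 0 to 3, all assigned to cleavage. Of these, 3 are described as MADS-box family proteins.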

**Supplementary Table 4.** Prediction of target genes of *osa-miR444b.1*.

| Target ID | Expectation | | Inhibition | Target Description |
| --- | --- | --- | --- | --- |
| LOC_Os02g36924 | | 0.0 | Cleavage | OsMADS27 - MADS-box family protein |
| LOC_Os04g38780 | | 0.0 | Cleavage | Transcription factor |
| LOC_Os02g49840 | | 1.0 | Cleavage | OsMADS57 - MADS-box family protein |
| LOC_Os08g33488 | | 1.0 | Cleavage | OsMADS23 - MADS-box family protein |
| LOC_Os02g17500 | | 1.5 | Cleavage | Transporter family protein |
| LOC_Os05g12770 | | 2.0 | Cleavage | NB-ARC domain containing protein |
| LOC_Os11g28070 | | 2.5 | Cleavage | Retrotransposon protein |
| LOC_Os03g47149 | | 2.5 | Cleavage | Expressed protein |
| LOC_Os04g47590 | | 2.5 | Cleavage | Niemann-Pick C1 protein precursor |
| LOC_Os05g08410 | | 3.0 | Cleavage | ATP10 protein |
| LOC_Os11g42090 | | 3.0 | Cleavage | Leucine Rich Repeat family protein |
| LOC_Os10g33840 | | 3.0 | Cleavage | Expressed protein |
| LOC_Os11g33394 | | 3.0 | Cleavage | Protein of unknown function protein |
| LOC_Os02g53260 | | 3.0 | Cleavage | Acetyltransferase, GNAT family protein |
| LOC_Os01g32849 | | 3.0 | Cleavage | Expressed protein |
| LOC_Os04g24430 | | 3.0 | Cleavage | Sucrose synthase |
| LOC_Os04g17650 | | 3.0 | Cleavage | Sucrose synthase |
| LOC_Os11g10060 | | 3.0 | Cleavage | Transcriptional corepressor SEUSS |
| LOC_Os05g40050 | | 3.0 | Cleavage | Receptor-like protein kinase 2 precursor |
| LOC_Os10g11190 | | 3.0 | Cleavage | Retrotransposon protein |
| LOC_Os10g24310 | | 3.0 | Cleavage | Retrotransposon protein |

**Supplementary Table5.** Primers used in this study.

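In Supplementary Table 5 each miRNA has its own forward primer. The forward primer of miR166k-3p, GCGTCGGACCAGGCTTCA, shares 15 nt, TCGGACCAGGCTTCA, with the sequence annotated as miR166k-3p in Data Sheet 2 and at most 4 nt in a row with miR166k-5p. The same 15 nt occur in 10 names of that sheet, with 3 sequences, among them miR166a-3p, miR166g-3p and miR166l-3p. The forward primer of miR812q shares 18 nt with its mature sequence. The methods state that miRNA cDNA was made with a stem-loop kit, and no stem-loop primer is listed here. What each assay tells apart therefore cannot be read from the forward primers alone.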

| Primer name | Sequence (5’-3’) |
| --- | --- |
| *osa-miR166k-3p*-F | GCGTCGGACCAGGCTTCA |
| *osa-miR166k-3p*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR395v*-F | CGCGGTGAAGTATTTGGCG |
| *osa-miR395v*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR443*-F | CGCGCGATCACAATACAATAAA |
| *osa-miR443*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR444b.1*-F | GCGCGTGTTGTCTCAAGCTT |
| *osa-miR444b.1*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR530-5p*-F | CGCGTGCATTTGCACCTG |
| *osa-miR530-5p*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR812q*-F | GCGACGTTGGGTACGAATATC |
| *osa-miR812q*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR1441*-F | GCGACCGGATGTCGGAAA |
| *osa-miR1441*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR1861b*-F | CGCGATCTTGAGGCAGGA |
| *osa-miR1861b*-R | AGTGCAGGGTCCGAGGTATT |
| *osa-miR5801a*-F | CGACCAAATCGTTTTCGATC |
| *osa-miR5801a*-R | AGTGCAGGGTCCGAGGTATT |
| *U6*-F | CGATTTGTGCGTGTCATCCTT |
| *U6*-R | GGGACATCCGATAAAATTGGAA |
| *HOX10*-F | ATTGATTGGGTCCAGATGCC |
| *HOX10*-R | GCCACAATACCAACCGAAT |
| *MADS27*-F | GGGGAAGATTGTGATCCGCC |
| *MADS27*-R | AGACGTGGTCCTTCTTTGTACG |
| *ACTIN1*-F | ACCATTGGTGCTGAGCGTTT |
| *ACTIN1*-R | CGCAGCTTCCATTCCTATGAA |
| *UBQ5*-F | ACCACTTCGACCGCCACTACT |
| *UBQ5*-R | ACGCCTAAGCCTGCTGGTT |

How the deposited data were processed for this re-analysis (not part of the article)

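Small RNA from seedlings of the rice restorer cultivar NH511 after 3 h in HN (5 mM KNO3) or LN (0.2 mM KNO3) solution was measured in 1 library per condition. The libraries were assigned to conditions by their labels and the paper's methods. The authors deposited a table per library with a whole-number read count for each of 483 known miRNAs, which is not normalized, and a TPM value, which the authors derived from the count. The paper names miRDeep2 for identification and DESeq for differential expression, and the submitters' processing notes name Cufflinks with no version. The read mapper and the version of the genome are not given in the sources used here. The TPM values were used only to recover their denominator, as an added scaling.

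From the counts, the HN/LN ratio of each miRNA was computed after division by the summed counts of the library, 858152 for HN and 825016 for LN, with an exact conditional (Clopper-Pearson) 95% interval. Reads are not independent molecules, so the intervals and floors cover counting error only. Ratios compare these libraries, not the conditions, and no p-value between conditions was computed for the main values. A miRNA counted as higher or lower when it had at least 10 counts over both libraries, a ratio of at least 2 or at most 0.5, and an interval that excludes 1. Against a library at 0, a bound was computed from 3 counts in that library. For lists of families fixed before the data were examined (sulfate, phosphate, copper, MADS-box, HD-ZIP III, SPL, AP2, auxin, NF-YA, GRAS, MYB and TCP, GRF, miRNA machinery, panicle triggers, the nitrogen families of the introduction, miR1861 and miR812), the median log2 ratio was placed among 10000 random lists of the same size matched on mean count. A member at 0 in a library entered the median at its bound. The miRNAs named were fixed by rule before the data were examined: the 9 of the qPCR figure, those of Fig. 3C and the families the paper names, the 10 largest and 10 smallest ratios with at least 50 counts, and the 10 most abundant, with 1 name per set of identical counts. The bars of Fig. 3C had been seen, so the percentile of a list with members drawn there is not independent evidence.

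Alternatives were TMM factors from edgeR 4.0.16, size factors from DESeq2 1.42.0, the total and mapped reads of Table S1, the total without the 10 most abundant entries, other count minimums, collapsed entries, other definitions of a change, including edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, a pseudocount of 1 and the reads of Data Sheet 2. Of Data Sheet 2, the first 1948 of 8529 rows were used, and no set test was run on it. A read was assigned to a mature miRNA when it began within 3 nt of the annotated start, and arms were compared for name pairs with at least 50 counts for 1 of the arms. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and R 4.3.3 were used. The ratio and the 2-fold rule were tested on simulated data in which 200 of the 483 miRNAs were changed. The newly predicted miRNAs, target enrichment, degradome and qPCR data were not analysed here.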

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

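All tests in this part were chosen after the result was seen. Among miRNAs with at least 50 counts, 8 that are not drawn in Fig. 3C met the 2-fold rule, above the limit that a count of 0 allows. miR171g was the furthest, with 26 counts in HN and 209 in LN, a ratio of 0.120 (95% interval 0.0763 to 0.180). Its ratio lay between 0.0758 and 0.117 under the 6 other scalings, which all lower ratios and so could not bring it closer to equal. The other 7 lay close to 2: miR812j at 2.01, miR169i-5p.2 at 2.01, miR812h and miR812i at 2.01, miR396a-3p at 2.03, miR396b-3p at 2.03 and miR1861j at 2.13. Of these, only miR1861j stayed at 2 or more under any other scaling, under 2 of the 6.

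The entry miR166k-3p was higher in HN (ratio 3.20). The sequence annotated as miR166k-3p in Data Sheet 2 has 53.7 times as many exact reads as that entry has counts, and 0.953 times as many as the entry miR166k-5p, which is consistent with the arm names being exchanged in the count tables. Its own HN/LN ratio was 1.03 (95% interval 1.01 to 1.06), which argues against a 2-fold higher level of the 3p sequence in the HN library. The qPCR of Fig. 5F, with a forward primer whose 15 shared nt occur in 10 miR166 names, shows a higher level in HN. Its cDNA was made with a stem-loop kit, and the stem-loop primer is not listed. The forward primer alone therefore does not show which of these names the assay measures. In the time course of Fig. 8A miR166k-3p also rises under HN, and its target OsHOX10 falls. These qPCR measures run as the entry's name says. They do not settle the names and leave the response of the 3p sequence in the plants open.

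More known miRNAs were higher than lower in HN (46 and 21). The excess depends on the scaling. Of the changed miRNAs 49.1% were higher with the total reads of Table S1 as the scaling, and 15.0% with its mapped reads. DESeq2 size factors and TMM factors centre the ratios by construction and decide nothing here. Leaving the 10 most abundant entries out of the totals moved every log2 ratio by only -0.03 and left 65.6% higher. That argues against these 10 entries alone as the cause. It cannot decide on the abundant families as a whole, because other entries of miR156 and miR166 stay in the totals. A wide rise of miRNAs at high nitrate and an effect of scaling to the summed counts of the listed miRNAs cannot be told apart, because these totals give different shares and the data hold no measure independent of them.

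All 16 measured miR395 entries were lower in HN. Their highest ratio was 0.122, with the summed counts as the scaling. The other scalings all move ratios lower, so they could not bring HN and LN closer for these entries. The largest such move was 1.58-fold, against a smallest difference of 8.23-fold. A scaling effect of that size, in either direction, would leave all 16 lower, which argues against it as the cause. All 16 have 1 mature sequence in Data Sheet 2, as 1 pool of reads counted under each name would give. They therefore amount to 1 observation of a lower level in HN than in LN. A response to nitrate and a difference between the plants or solutions other than nitrate, such as sulfate, remain open and were not tested with 1 library per condition. The paper gives the doses as KNO3 and names no balancing salt, so potassium and nitrate cannot be told apart in this design.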

How the results depend on the processing

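The alternatives of collapsing entries within 10%, of the TPM denominator and of counting each isoform sequence once were chosen after seeing the data. No paired analysis was possible because each condition has 1 library, and for the same reason no library could be left out. At least 2-fold higher were 46 miRNAs, against 28 with TMM factors, 28 with DESeq2 size factors, 28 with total reads and 12 with mapped reads, and at least 2-fold lower were 21, against 68 with mapped reads. With an interval that excludes 1, 136 were higher, against 89 with TMM factors, 81 with DESeq2 size factors, 83 with total reads and 26 with mapped reads, and 61 were lower, against 97 with DESeq2 size factors, 97 with total reads and 158 with mapped reads. Scaling by the TPM denominator gave 37 higher and 21 lower. For the definition of a change, an interval wholly beyond 2-fold left 13 higher, and edgeR's exact test left 18 with an assumed variation of 0.2 and 0 with 0.4. With both libraries taken as replicates it left 0 higher and 0 lower, largely by construction. Collapsing entries within 10% left 9 lower by 2-fold and 30 with an interval below 1, by construction. Of the miRNAs of Fig. 3C, 32 were higher, against 12 with mapped reads, 12 with an interval wholly beyond 2-fold, 17 and 0 with an assumed variation of 0.2 and 0.4 and 0 with both libraries as replicates, and 20 were lower, against 8 when collapsed and 0 with both libraries as replicates. Of the family lists 8 had a median above 0, against 5 with DESeq2 size factors, 5 with total reads and 4 with mapped reads. Each scaling moves every log2 ratio by the same amount, so these turns of sign do not set a list apart from the others. The changes under the scalings follow from that shift. The cause of the other changes was not tested, apart from the collapsing. The median of the auxin list turned from -0.10 to 0.0906 when entries within 10% were collapsed. The medians of the sulfate and MADS-box lists kept their sign under each alternative run. Each scaling tried lowers every ratio, so only the other alternatives could have turned these signs. For the same reason no scaling could turn a miRNA that was lower. All 28 named miRNAs that met the 2-fold rule kept their direction under each scaling, and 22 of them stayed beyond 2-fold with mapped reads. With the reads of Data Sheet 2, 13 of 14 did, the exception being miR166k-3p at a log2 ratio of 0.08. Entries that share reads are counted singly in these tallies, so they are not independent. Most of the 14 are miR395 entries with 1 shared pool of reads, and miR319b and miR319a-3p.2-3p share another. The 13 therefore come from miR395, miR319 and miR529b only. Among the 28, the same miR395 entries recur, and miR1861b and miR1861l have identical counts. The total of known miRNAs only equals the reported scaling, and the alternative for normalized values does not apply to counts, so neither was run separately. With at least 50 counts the phosphate list had no median. Depth limits the miRNAs of few counts: 27 of the 46 higher ones had under 100 counts over both libraries.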

Differences from the paper's values

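The paper reports 75 miRNAs as higher in HN, and 46 known miRNAs were found at least 2-fold higher here, a threshold that the methods do not state for the paper's number. The paper does not say whether newly predicted miRNAs, which were not analysed here, are among its number. The methods state an adjusted p under 0.05 from DESeq, a threshold that was not used for the value here. The lines drawn in Fig. 3B lie at about 0.01, read by eye, and at 2-fold, and the paper does not state the dispersion used. Of the alternatives set before the data were examined, a ratio of 2 with no interval gives 62, within 1.5 times of the paper's value. The other alternatives for this count give 0 to 47 and differ. Fig. 3C, which the paper limits to changes past 2-fold, draws 33 names as higher and 21 as lower, of which 32 and 20 met the rule here.

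With no fold threshold, an interval that excludes 1 left 136 known miRNAs higher, against the paper's 75, and 61 lower, against the paper's 25. Of the alternatives set before the data were examined, DESeq2 size factors (81 higher), total reads (83) and TMM factors (89) come within 1.5 times of the paper's higher count. The others do not, with 26 for mapped reads and 113 to 137 for the rest. None of them does for the lower count, at 48 to 158. Collapsing entries within 10%, chosen after seeing the values, gives 102 higher and 30 lower, and keeps 28 of the 33 higher and 8 of the 21 lower names of Fig. 3C.

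For miR319a-3p, the paper's log2 ratio is about 1.4 in Fig. 3C, read by eye, and the counts give 0.82. It lies further away under each of the other scalings set before the data were examined. The entry named miR319a-3p.2-3p, which the label could also name, gives 1.46. For miR319b the paper's log2 ratio is about 1.3 in Fig. 3C, read by eye, and the counts give 1.39 (a reading error of 0.05 was assumed beside the counting interval). Of the alternatives set before the data were examined, leaving the 10 most abundant entries out of the totals gives 1.36, which does not differ from the paper's value by that rule. TMM factors (1.17), DESeq2 size factors (1.12), total reads (1.12) and mapped reads (0.73) give values that differ from it. The TPM denominator, chosen after seeing the values, gives 1.34.

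miR395v is drawn as lower in Fig. 3C and was not called here, since its 7 counts lie under the minimum of 10. With no minimum it is called lower.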

Other observations

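The values of miR171g and the tally of the qPCR miRNAs were chosen after the results were seen. The lists were set before, but with Fig. 3C already seen, so the percentile of a list with a member drawn there is not independent evidence. Both arms of the miR171g precursor were lower in HN. The count of 26 in HN and 209 in LN for miR171g, a family that targets GRAS genes, comes in Data Sheet 2 from isoforms that begin 4 nt after the annotated start, and the opposite arm had 52 and 231 reads in its main isoform. Other miR171 members did not follow: for the list of 13 measured entries 1 was higher, 1 was lower and 11 were neither, at a median log2 ratio of -0.01 (percentile 6.74) that turns to 0.06 with no minimum count and 0.15 with at least 50 counts.

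The SPL list (miR156, miR529 and miR535) had 1 of 23 entries higher, at a median log2 ratio of 0.24 (percentile 73.0) that turns to -0.03 with DESeq2 size factors. The AP2 list (miR172) had no entry beyond 2-fold among 3, at a median of 0.19 (percentile 25.8) that turns to -0.09 with the same factors. The miRNA machinery list (miR162 and miR168) had no entry beyond 2-fold among 4, at a median of -0.10 (percentile 36.8). The phosphate list had 2 measured entries, with miR399d higher and miR827 neither, at a median of 0.80 (percentile 68.6). The nitrogen families of the introduction had a median of 0.16 (percentile 14.0) that turns to -0.11 with DESeq2 size factors.

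Of the 9 miRNAs measured by qPCR, 5 have the same direction in Fig. 5, as read by eye, as the entry of that name in the counts: miR443, miR1861b, miR166k-3p, miR444b.1 and miR395v. For miR166k-3p this holds for the entry only, since the 3p sequence had a ratio of 1.03 in Data Sheet 2. The other 4, miR1441, miR812q, miR5801 and miR530-5p, show similar levels in HN and LN. They have 22 to 31 counts over both libraries, more than miR443 (17) and miR395v (7).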
